A study of Mus musculus with 2 samples. Its data were reported in "Antagonistic Inflammatory Phenotypes Dictate Tumor Fate and Response to Immune Checkpoint Blockade" (2020).

How the data were processed

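Single-cell transcriptomes were measured in leukocytes from *Braf*-mutant mouse melanomas that lacked *Ptgs*, the genes of the COX enzymes that make prostaglandins. Live cells positive for CD45, a surface protein of leukocytes, were sorted 4 days after tumor cell injection into C57BL/6 mice. Hosts of the control group were untreated. Hosts of the NK cell-depleted group received 200 µg of an antibody against NK1.1 and 30 µg of an antibody against asialo GM1 on days 0 and 2. Both were given to remove natural killer (NK) cells, and any effect on other cells cannot be told apart from NK cell loss here. Tumors of a group were pooled before sorting, so each group was 1 library. Parental melanoma cells had been spiked into both sorted samples. Each library came from 16000 cells loaded on a droplet chip, with 11 rounds of cDNA amplification and 14 of index PCR. Groups were taken from the sample titles. The genotype label of both samples read wild-type tumor cells, while the titles and the series design named a knockout. This conflict concerns both groups alike and was left open.

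For each library the authors deposited a matrix of unique molecular identifier (UMI) counts, that is, of distinct transcript molecules per gene and cell, made with Cell Ranger after its cell calling. The headers of these count files name Cell Ranger 3.0.2, and the study's methods name another release. The genome build was not stated for this assay, so no coordinates are given. The matrices list 31053 genes by Ensembl identifier and symbol. For the 36 symbols listed more than once, a gene list took the first entry. The authors also deposited a table of log2(CPM + 1) values (CPM, counts per 1000000 of a cell) for the cells that passed their own filter. That table, of 31017 gene rows and 9798 cells, was used only as a check. The filter stated by the authors (500 to 15000 UMIs, 200 to 4000 genes and at most 10% mitochondrial UMIs), applied here to the counts, kept the same cells, with 0 cells in only 1 of both sets. For 4 genes, 21168 values of the control library and 18024 of the NK cell-depleted library were recomputed, and 0 differed by more than 0.001 log2.

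All results were computed from the counts of the cells that passed this filter. Of 11651 cells called, 9798 remained. The control library kept 5292 of 6115 cells and 24810009 UMIs, with medians of 4170 UMIs, 1743.5 genes and 3.01% mitochondrial UMIs per cell. The NK cell-depleted library kept 4506 of 5536 cells and 23245982 UMIs, with medians of 4893 UMIs, 1950 genes and 3.55% mitochondrial UMIs. Doublets (droplets with more than 1 cell) were scored with Scrublet, as scanpy 1.11.5 runs it, with an expected rate of 5%. It called 41 control cells (0.775%) and 31 NK cell-depleted cells (0.688%). These calls are few for this loading, so the cells were kept and 3 stricter treatments served as alternatives.

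No cell annotation was used here, and cells were clustered and named anew, so a difference from the study may come from rebuilt cell names. Values of log2(CPM + 1) of the 2000 most variable genes seen in at least 10 cells gave 15 principal components, the number in the study's methods. A graph of 20 nearest neighbors, weighted by shared neighbors and pruned below an overlap of 1/15, was partitioned by Leiden clustering (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0) at resolution 1. Genes of the interferon lists were left out of the clustering because they were an outcome. A cluster was called after a cell type ("-like") from 15 marker lists. Genes were ranked by their fold over all other cells, with 5 CPM added on both sides, among genes seen in at least 10% of the cluster's cells. The name was that of the list with the most markers among the first 50 genes. It required at least 3 markers above the other cells and fewer than 2 markers of any other list among the first 10 genes, or fewer than its own where it had 1. A cluster with a median UMI count under 1/3 of its library's and no marker among the first 10 genes would also have stayed unnamed. These thresholds were set after the clusters were seen, while the marker lists were fixed earlier. The 21 clusters gave 8 named classes and 1 unnamed cluster, numbered 8, which held 4 markers of type 2 and 3 of type 1 conventional dendritic cells (DCs) among its first 10 genes.

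UMIs were summed per class and library and scaled to 1000000. With 1 library per group no test was possible, no difference had a replicate check, and no p-value is given. Sums carry exact Poisson 95% intervals, ratios of sums the exact conditional binomial interval, and shares the exact (Clopper-Pearson) binomial interval. All of them cover counting error only, not the spread between tumors or libraries. Intervals of UMI sums and their ratios treat every UMI as independent. They therefore also leave out the spread between cells and are too narrow where few cells hold the UMIs. A count of 0 allows up to 3 counts, and folds against 0 were computed against that floor per library. Log2 ratios are control over NK cell-depleted, with 0.5 UMI added to each sum. A gene list was summarized by the median log2 ratio of its genes with at least 20 UMIs over both libraries. Its counting interval came from 1000 Poisson draws. Its percentile was taken among 10000 random lists of the same size, matched on mean expression in 20 bins, and describes these libraries only.

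The gene sets named in the study's methods were not used here. In their place stood 12 lists written before the data were examined: cancer-inhibitory (CI) and cancer-promoting (CP) factors, responses to interferon-γ (IFN-γ) and to type I interferon, hypoxia, glycolysis, TNF signaling via NF-κB, TGF-β signaling, oxidative phosphorylation, immediate early and heat shock genes, abundant NK cell transcripts, and sex-linked genes. *Cxcl11* and *Mx2* were not among the listed genes. The single-gene result of 1 CI gene is not reported here. Some lists share genes: the CI list holds 3 genes of the IFN-γ list and 4 of the NK cell list, and the CP list holds 6 of the TNF list and 1 of the hypoxia list. The medians of the CI and NK cell lists include genes with 0 UMIs in the NK cell-depleted library, and were also computed with those genes at the floor.

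Named genes followed a rule that was also written before the data were examined. They are the genes of the CI and CP lists and the 10 genes with the largest log2 ratio in each direction in monocyte/macrophage-like cells. These genes needed 100 or more UMIs over both libraries and the same direction in every monocyte/macrophage-like cluster with at least 100 cells per library. Genes with a CPM in control NK-like cells of at least 10 times that in monocyte/macrophage-like cells were set apart as NK cell transcripts.

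Alternatives fixed before the data were examined were cells called doublets left out, only cells with under 5% mitochondrial UMIs and at least 1000 UMIs, resolutions 0.5 and 2, interferon genes kept in the clustering, melanoma-like cells left out of the denominator, NK-like cells called cell by cell, background subtraction, every cell thinned to 2000 UMIs, 3 other scalings (median of ratios, every cell scaled first, mitochondrial and ribosomal protein genes left out), every cluster at the same weight in both libraries, and list minimums of 1 and 100 UMIs. Alternatives chosen after seeing the data were no upper limits on UMIs and genes, the 5% of cells with the highest Scrublet scores left out, cells outside the NK-like and T-like classes with 3 or more NK cell genes left out, NK-like cells left out of the denominator, the 5 cells with most UMIs of a chemokine left out of both libraries or of the control library alone, the same weights at other resolutions and in clusters made without the genes of any list, and all alternatives for genes named by size. The closing section gives their effect.

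The statistics were tested on simulated data, Poisson counts drawn from the monocyte/macrophage-like sums of 9974 genes. These counts held no spread between cells, clusters or libraries. The direction and NK cell rules for named genes were not applied to them. The simulation therefore checks the computation under counting error only, not how reliable the named genes are in real libraries. Of 200 genes changed by 1 log2, 95.5% came out within 0.25 of it, and 20 of 20 genes named by size were truly changed. A list of 40 genes shifted by 0.3 log2 gave a median of 0.297 at percentile 100 of its random lists. Of 40 unchanged lists, 1 fell outside the central 95% of its random lists, and the counting interval held 0 in 40. Computations ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.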

Results

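Transcriptomes of single CD45+ leukocytes were obtained from *Ptgs*-/- melanomas on day 4 in untreated (control) and NK cell-depleted hosts, with 1 library of pooled tumors per group. After the authors' filter, 5292 control cells (24810009 UMIs) and 4506 NK cell-depleted cells (23245982 UMIs) remained, with medians of 4170 and 4893 UMIs per cell. With 1 library per group, the differences below describe this pair of libraries, have no replicate check and were not tested. Their intervals are 95% intervals that cover counting error only, and those of UMIs leave out the spread between cells.

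The first comparison asked whether the antibodies had removed NK cells. The NK-like cluster, led by *Gzma*, *Prf1* and *Nkg7*, held 544 of 5292 control cells, a share of 10.3% (9.47 to 11.1). In the NK cell-depleted library it held 1 of 4506 cells, or 0.0222% (0.000562 to 0.124). The ratio of the shares was 463 (82.8 to 18329). Among the alternatives, keeping only deeper cells with few mitochondrial UMIs moved the control share most, to 9.15%, with 0 of 3243 NK cell-depleted cells, which allows a share of up to 0.0925%. Called cell by cell from their markers, NK-like cells numbered 565 of 5292 and 0 of 4506, and the latter allows a share of up to 0.0666%.

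Next, it was examined whether other leukocytes changed in abundance. Monocyte/macrophage-like cells made up 68.6% of control cells (3630 cells) and 72.3% of NK cell-depleted cells (3259 cells), a ratio of 0.948 (0.904 to 0.995). This direction depended on the denominator: with NK-like cells left out, the ratio was 1.06 (1.01 to 1.11). The difference was within counting error without the upper limits on UMIs and genes, at 0.977 (0.932 to 1.02). The same held for deeper cells with few mitochondrial UMIs, at 0.970 (0.920 to 1.02). Neutrophil-like cells were less frequent in the control library, at 7.79% against 10.9%, with a ratio of 0.713 (0.624 to 0.814), or 0.795 (0.695 to 0.908) without NK-like cells in the denominator. The unnamed cluster 8 held 226 control cells (4.27%) and 304 NK cell-depleted cells (6.75%), a ratio of 0.633 (0.531 to 0.754). Eosinophil-like cells numbered 14 (0.265%) and 69 (1.53%), a ratio of 0.173 (0.0898 to 0.310). For T-like cells the shares were 5.42% and 4.95%, a difference within counting error at a ratio of 1.10 (0.917 to 1.31), but the ratio was 1.22 (1.02 to 1.46) without NK-like cells in the denominator. B-like cells (59 and 36) and migratory DC-like cells (64 and 50) also differed within counting error, with ratios of 1.40 (0.907 to 2.17) and 1.09 (0.741 to 1.61). Without NK-like cells in the denominator the ratio of B-like cells was 1.56 (1.01 to 2.42). The alternative that moved a ratio most was the stricter cell filter, which gave 7.08 (0.981 to 310) for B-like cells. Melanoma-like cells, which hold the cells added to both samples, made up 1.06% and 1.60%, a ratio of 0.662 (0.459 to 0.952), or 0.738 (0.511 to 1.06) without NK-like cells in the denominator.

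**Figure D1:**
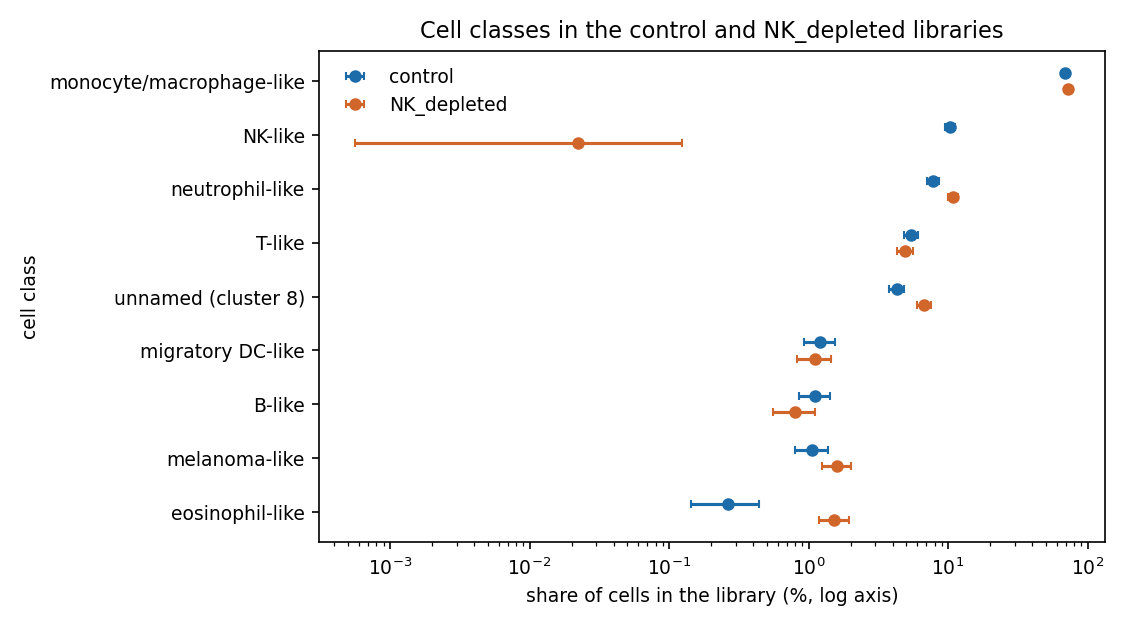
Share of cells (%, log axis) of each cell class in the control (blue) and NK cell-depleted (orange) libraries, with points for the share in 1 library and bars for the exact binomial 95% interval. NK-like cells fell from 10.3% to 0.0222%, while monocyte/macrophage-like cells were the most frequent class in both, at 68.6% and 72.3%.

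To find the cells that held transcripts of CI factors, the share of each gene's UMIs lying in NK-like cells of the control library was computed. This share was 94.1% of 859 UMIs for *Eomes* (ENSMUSG00000032446), 93.7% of 8268 for *Gzma* (ENSMUSG00000023132), 93.3% of 1565 for *Prf1* (ENSMUSG00000037202) and 90.1% (86.8 to 92.9) of 406 for *Ifng* (ENSMUSG00000055170). It was 87.5% of 798 for *Gzmb* (ENSMUSG00000015437), 84.5% of 322 for *Tbx21* (ENSMUSG00000001444) and 71.1% of 10054 for *Ccl5* (ENSMUSG00000035042). These 7 of the 14 CI genes listed had over 50% of their UMIs in NK-like cells. For *Cxcl10* (ENSMUSG00000034855) the share was 5.42%, for *Cd8b1* (ENSMUSG00000053044) 1.61% and for *Cxcl9* (ENSMUSG00000029417) 0.905%. *Cd8a* (ENSMUSG00000053977) and *Il12b* (ENSMUSG00000004296) had 0 of 93 and 0 of 125 UMIs in NK-like cells, which allow shares of up to 3.23% and 2.40%. For *Cd8a* this depended on the clusters, with a share of 6.45% (2.40 to 13.5) at resolution 2 and of 6.19% without the upper limits on UMIs and genes. *Il12a* (ENSMUSG00000027776) had 5 UMIs in all, too few to place. Among genes with more than 5 UMIs, the alternative that moved a share most was the subtraction of the level in melanoma-like cells, which raised that of *Ccl5* to 81.2%. For *Ccl5* that level was 392 CPM, above the 40.8 CPM in monocyte/macrophage-like cells, whose UMIs it took out entirely. The raised share is thus not one freed of background. Migratory DC-like cells held 1593 control UMIs of *Ccl5*. In the whole NK cell-depleted library 16 UMIs of *Ifng*, 29 of *Gzmb*, 8 of *Prf1*, 2 of *Eomes*, 17 of *Tbx21*, 1235 of *Ccl5* and 0 of *Gzma* were counted.

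**Figure D2:**
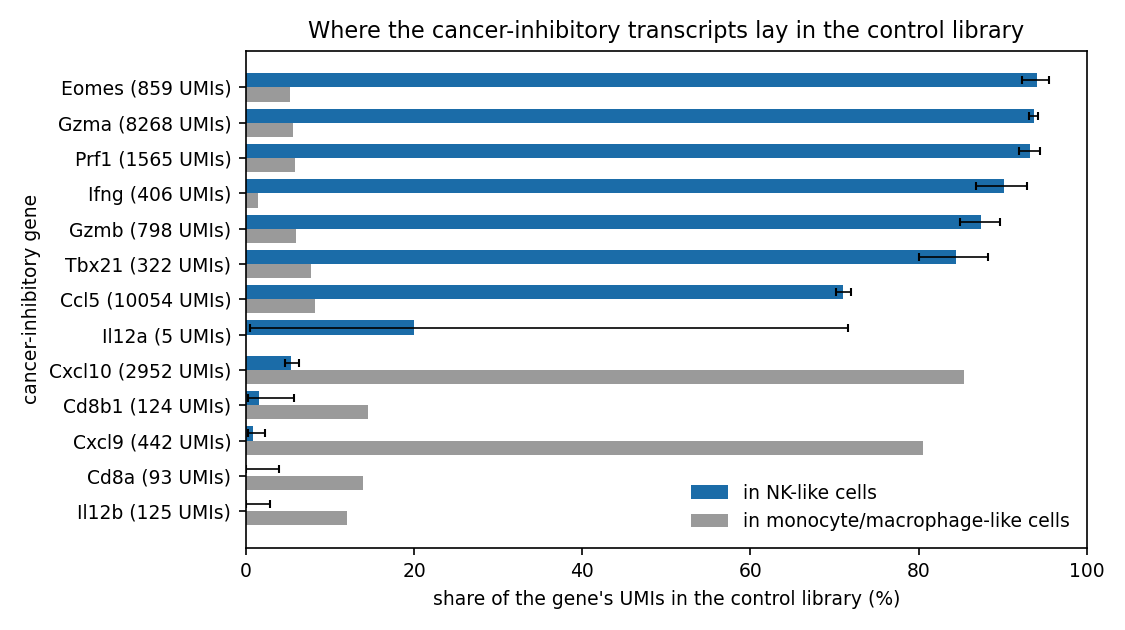
Share of the UMIs of each CI gene reported here in the control library (%, horizontal axis) that lay in NK-like cells (blue bars, with exact binomial 95% intervals) and in monocyte/macrophage-like cells (grey bars), with the gene's UMIs in all cells in parentheses. From *Eomes* to *Ccl5* the NK-like share ran from 94.1% to 71.1%, while *Cxcl9* and *Cxcl10* had 80.5% and 85.4% of their UMIs in monocyte/macrophage-like cells.

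The chemokines *Cxcl9* and *Cxcl10*, which recruit T cells, were therefore compared in monocyte/macrophage-like cells. *Cxcl9* had 356 UMIs (17.5 CPM) in the control library and 78 (4.02 CPM) in the NK cell-depleted library, 4.34-fold higher in control (3.39 to 5.62; log2 ratio 2.12). These UMIs lay in 49 control and 15 NK cell-depleted cells, and the 5 cells with the most held 56.7% and 73.1% of them. *Cxcl10* had 2521 UMIs (124 CPM) against 1309 (67.5 CPM), a 1.83-fold difference (1.71 to 1.96; log2 ratio 0.87). The log2 ratio of *Cxcl9* moved most, to 0.91 (0.51 to 1.32), without the 5 control cells with most of its UMIs and with all NK cell-depleted cells kept, and that of *Cxcl10* moved to 0.56 (0.46 to 0.66) without its own 5. With every cluster at the same weight in both libraries they were 2.97 and 1.66, the largest move for *Cxcl10*. Across the 10 monocyte/macrophage-like clusters with at least 100 cells per library, *Cxcl9* was higher in control in 5, of which 3 beyond counting error, and *Cxcl10* in 7, of which 6 beyond counting error. A single cluster, numbered 5 and led by *Vcan*, *Ly6c2* and *C3*, held 220 of the 356 control UMIs of *Cxcl9* and 0 in the NK cell-depleted library. Cluster 1, led by *Pf4*, *Ms4a7* and *Itga9*, went the other way, at 0.249-fold for *Cxcl9* (0.104 to 0.557) and 0.772-fold for *Cxcl10* (0.638 to 0.935). In cluster 10, *Cxcl9* had 0 UMIs in control and 12 in the NK cell-depleted library. Outside this class, *Cxcl10* was 2.57-fold higher in control T-like cells (1.61 to 4.23), 3.01-fold higher in neutrophil-like cells (2.01 to 4.59), and 1.80-fold higher in the unnamed cluster 8 (1.32 to 2.47). In eosinophil-like cells *Cxcl10* had 10 UMIs in control and 8 in the NK cell-depleted library, a 5.55-fold difference (1.97 to 16.2). *Cxcl9* was 64.2-fold higher in control in cluster 8 (43 and 1 UMIs, 10.9 to 2592) and 2.53-fold higher in migratory DC-like cells (1.26 to 5.51). In migratory DC-like cells *Cxcl10* went the other way, with 13 and 21 UMIs at 0.478-fold, a difference within counting error.

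The study asked whether NK cells shaped the response of myeloid cells to interferon, so interferon lists were examined in the same cells. The IFN-γ list (41 genes with enough UMIs) had a median log2 ratio of 0.16 (0.10 to 0.19), at percentile 100 of its random lists. The type I interferon list (34 genes) lay at −0.05 (−0.08 to 0.00), percentile 69.6. The alternative that moved both most was the same weight of every cluster in both libraries, which gave 0.50 (0.45 to 0.56) and 0.53 (0.49 to 0.57). Taken 1 cluster at a time, both lists were above 0 in 10 of 10 clusters, from 0.15 to 0.64 for IFN-γ and from 0.13 to 1.05 for type I interferon. The same held in T-like cells, where the medians were 0.43 and 0.96, in neutrophil-like cells (0.29 and 0.40) and in the unnamed cluster 8 (0.17 and 0.24).

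The lists for hypoxia, glycolysis, TNF signaling, TGF-β signaling and oxidative phosphorylation stood for some of the other pathways the study compared. Over all monocyte/macrophage-like cells, hypoxia lay at 0.27 (0.23 to 0.32) and glycolysis at 0.34 (0.31 to 0.37), both higher in control at percentile 100. Both directions changed with every cluster at the same weight, to −0.27 (−0.33 to −0.19) for hypoxia and −0.15 (−0.18 to −0.08) for glycolysis. Single clusters went both ways: hypoxia was above 0 in 4 of 10 (−0.38 to 0.63), as was glycolysis (−0.29 to 0.41). The TNF list was lower in control, at −0.29 (−0.33 to −0.25), percentile 0, and at −0.14 with equal weights, and was above 0 in 2 of 10 clusters. TGF-β signaling had a median of −0.02 (−0.09 to 0.02), percentile 73.6, and was not distinguishable from 0 at this depth in the pooled cells. With equal weights it was −0.12 (−0.16 to −0.07), percentile 12.2. Oxidative phosphorylation (73 genes) was higher in control, at 0.20 (0.18 to 0.24), percentile 100, and in 10 of 10 clusters (0.19 to 0.39). Immediate early and heat shock genes lay at −0.25 (−0.30 to −0.22), percentile 0.24. The median over all genes was −0.01.

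**Figure D3:**
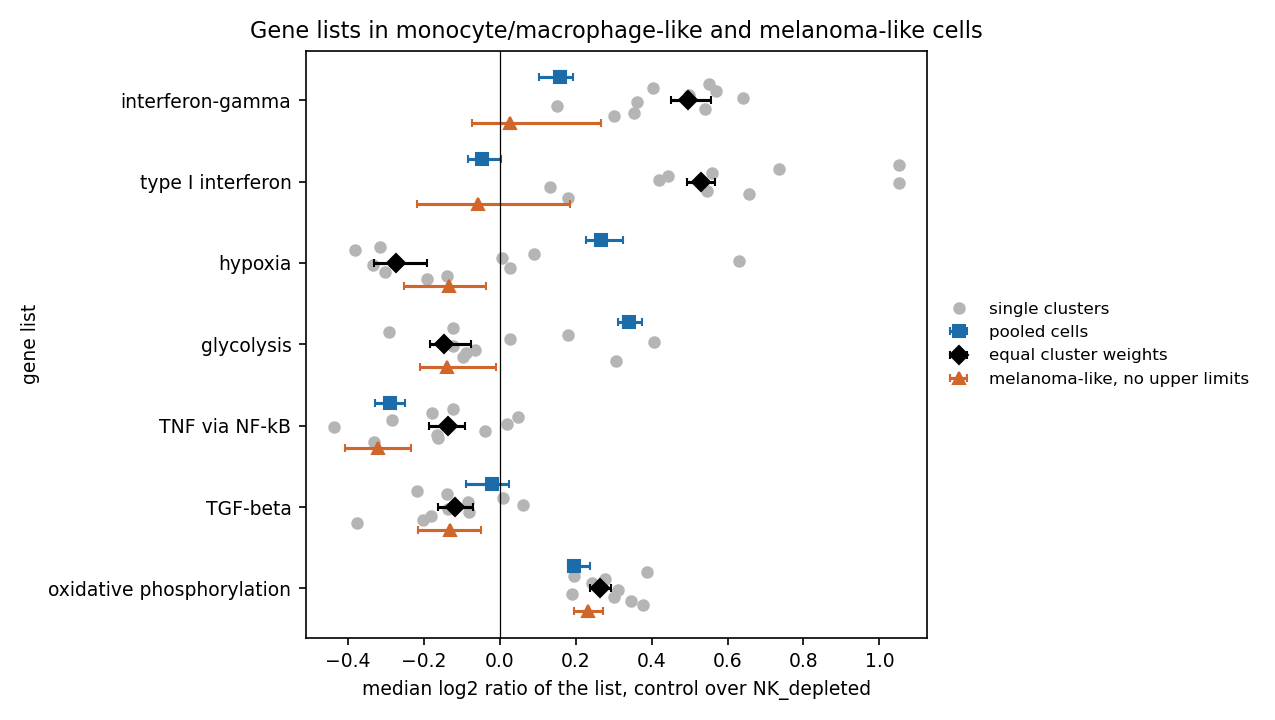
Median log2 ratio of each gene list, control over NK cell-depleted, in pooled monocyte/macrophage-like cells (squares), with every cluster at the same weight (diamonds), in single clusters (grey points) and in melanoma-like cells without the upper limits (triangles), with bars for the 95% counting interval. Hypoxia and glycolysis were positive in the pooled cells (0.27 and 0.34) and negative with equal weights (−0.27 and −0.15), while oxidative phosphorylation was 0.20 in the pooled cells and 0.23 in melanoma-like cells.

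It was then asked whether CP factors stayed the same without NK cells. In monocyte/macrophage-like cells the list had a median of −0.21 (−0.26 to −0.16), percentile 8.1. *Il6* (ENSMUSG00000025746) was 0.647-fold in control relative to the NK cell-depleted library (0.574 to 0.729), *Csf3* (ENSMUSG00000038067; 7 and 34 UMIs) 0.196-fold (0.0732 to 0.449), *Cxcl1* (ENSMUSG00000029380) 0.611-fold (0.553 to 0.674) and *Ccl2* (ENSMUSG00000035385) 0.681-fold (0.669 to 0.693). Smaller differences were found for *Il1b* (ENSMUSG00000027398; 0.898-fold), *Ptgs2* (ENSMUSG00000032487; 0.866-fold) and *Cxcl2* (ENSMUSG00000058427; 1.07-fold). *Vegfa* (ENSMUSG00000023951) was 1.21-fold higher in control (1.16 to 1.27), and *Il1a* (ENSMUSG00000027399) differed within counting error (1.28-fold, 0.962 to 1.72). With every cluster at the same weight the log2 ratio of *Il6* went from −0.63 to 0.01 and that of *Vegfa* from 0.28 to −0.38. *Il6* also moved to −0.089 with every cell thinned to 2000 UMIs and to −0.83 without the upper limits on UMIs and genes. In neutrophil-like cells the CP list went the other way, at 0.51 (0.21 to 0.74), percentile 99.75, with 62 and 0 UMIs of *Il6* and *Cxcl2* 1.60-fold higher in control (1.52 to 1.68). In the unnamed cluster 8 it was at −0.68, percentile 0.

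Genes named by size in monocyte/macrophage-like cells followed. Higher in control were *Pf4* (ENSMUSG00000029373), with 39683 against 12702 UMIs and a log2 ratio of 1.57, *Gbp4* (ENSMUSG00000079363; 1.31), which is on the IFN-γ list, *Eva1b* (ENSMUSG00000050212; 1.26), *Jaml* (ENSMUSG00000048534; 1.18), *Fam162a* (ENSMUSG00000003955; 1.11) and *Eno1* (ENSMUSG00000063524; 0.98). The paralogs *Bcl2a1d* (ENSMUSG00000099974; 1.18), *Bcl2a1b* (ENSMUSG00000089929; 1.10) and *Bcl2a1a* (ENSMUSG00000102037; 804 and 383 UMIs) and the histone gene *Hist1h4d* (ENSMUSG00000061482; 1.02) were also named, but near-identical copies share reads and their separate values are uncertain. Lower in control were *Adgre4* (ENSMUSG00000032915; −1.71), *Snhg9* (ENSMUSG00000090101; −1.38), *Dennd5b* (ENSMUSG00000030313; −1.38), *Rbm45* (ENSMUSG00000042369; −1.14) and *Mir142hg* (ENSMUSG00000084796; −1.11). The same list held *Hdac9* (ENSMUSG00000004698; −1.04), *Nr4a1* (ENSMUSG00000023034; −1.04), *Clec4e* (ENSMUSG00000030142; 2969 and 5660 UMIs), *AC160336.1* (ENSMUSG00000115801; −0.99) and *Hyou1* (ENSMUSG00000032115; −0.93). *Pf4* also led cluster 1 and *Adgre4* was a leading gene of cluster 10, and with every cluster at the same weight *Adgre4*, which moved most, was at −0.69 and *Pf4* at 1.07. Set apart as NK cell transcripts were *Gzma* (463 and 0 UMIs, at least 147-fold higher in control against the floor of 3 counts, with 92.0% of its UMIs in cells that held 3 or more other NK cell genes), *Nkg7* (ENSMUSG00000004612; 144 and 1 UMIs, log2 ratio 7.10, 4.60 to 12.41), *Ccl5* (2.77), *AW112010* (ENSMUSG00000075010; 1.33) and *H2-Q6* (ENSMUSG00000073409; 1.10), the last one uncertain because of its paralogs. In the NK cell-depleted library, monocyte/macrophage-like cells still held 611 UMIs of *AW112010*, 320 of *H2-Q6* and 116 of *Ccl5*. That library had 1 NK-like cell, so for these 3 genes the rule does not show NK cells to be the source. The CI list had a median of 3.02 (10 genes) and the NK cell list of 5.04 (14 genes) in monocyte/macrophage-like cells, or 3.02 and 3.94 with the 2 and 4 genes without UMIs in the NK cell-depleted library at the floor.

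Melanoma-like cells served as a technical reference, since parental cells had been added to both samples. Under the authors' filter they held 155675 and 312098 UMIs, and the median of all genes was shifted to −0.33. Relative to matched random lists, which carry this shift, the IFN-γ list (6 genes) was 0.80 higher in control (0.38 to 1.10), oxidative phosphorylation (69 genes) 0.69 higher (0.53 to 0.78), and the TNF list (12 genes) lay at −0.82 (−1.22 to −0.49). Most of these cells exceeded the authors' upper limits. Without the limits, 170 and 315 cells held 4444354 and 8095413 UMIs and the shift was −0.17. Relative to random lists, oxidative phosphorylation was then 0.37 higher (0.34 to 0.41), the IFN-γ list (27 genes) 0.19 higher (0.09 to 0.43), and the TNF list at −0.17 (−0.26 to −0.08). In monocyte/macrophage-like cells the same values were 0.29, 0.21 and −0.23. The reference carried other differences between the libraries. Under the filter, melanoma-like cells held 61 control and 3 NK cell-depleted UMIs of *Ccl5*, and 43 and 269 of *Ptgs2*. Without the limits, their NK cell list (3 genes) had a median of 1.82 (0.72 to 3.12). The cause was not tested, and the reference is not a clean measure of the libraries alone.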

Values the study reported

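The study reported single-cell sequencing of 11,651 CD45+ cells from both groups together. It described 18 clusters of immune cells. For its analysis, cells were kept between 500 and 15,000 counts and between 200 and 4,000 detected genes, with at most 10% mitochondrial reads. Parental melanoma cells were spiked into each sample at 3.5%.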

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

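The test on the filtering in this part was chosen only after the result was seen. A signal appeared in cells that the main measurement leaves out, those above the upper limits on UMIs and genes of the authors' filter. In the NK cell-depleted library, melanoma-like cells above these limits made up 5.04% of the cells that met all other criteria, against 2.14% in the control library. They were 245 of 353 cells above the limits (69.4%, 64.3 to 74.2) in the former and 118 of 212 (55.7%, 48.7 to 62.5) in the latter. Taking cells above and below the limits together, melanoma-like cells numbered 315 of 4859 (6.48%) and 170 of 5504 (3.09%), with medians of 25375 and 23085 UMIs per cell.

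The values argue against the upper limits of the filter as the cause of the difference between the libraries. The ratio of the shares, control over NK cell-depleted, was 0.476 without the upper limits and 0.662 with them, so these limits made the difference smaller. The lower limits and the mitochondrial limit were not lifted, so their part is not known. Cells of the tumors themselves, which escaped the selection for CD45, could have added to the melanoma cells spiked into both samples. The UMIs of *H2-K1*, *H2-D1* and *B2m*, MHC class I genes that interferon raises in a tumor, gave a log2 ratio of −0.12 (−0.19 to −0.06) in these cells, at 620 CPM in the control library and 674 CPM in the NK cell-depleted library. Spiked cells and tumor cells cannot be told apart by this value, because the level of these genes in the spiked cells alone is not known. *Ptgs2* had 520 CPM and 781 CPM in these cells. According to the study's methods, both samples received the same share of spiked cells. Unequal numbers of spiked cells or of sorted leukocytes in practice, and a larger tumor cell content without NK cells, stay open. The sequenced shares alone do not separate them.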

How the results depend on the processing

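The alternatives given as added below were chosen only after the result was seen, and the others before. Of 622 values under alternatives, 610 kept their direction or belonged to a result within counting error. Among values that answer a comparison, 211 stayed within the counting interval, 59 moved out of it and 9 reversed. Among the others these numbers were 254, 86 and 3. The NK-like share of a gene's UMIs (112 values) moved in 35 and reversed in 0, the genes named by size (100 values) moved in 24 and reversed in 0, and the CP genes (99 values) moved in 21 and reversed in 2. No paired analysis was possible because each group had 1 library, and both carry the same replicate number. The simulated data had the depth of monocyte/macrophage-like cells, where 95.5% of changes of 1 log2 were placed within 0.25, and classes with fewer cells were not simulated. They held counting error only, without spread between cells, clusters or libraries. Log2 values below are for monocyte/macrophage-like cells unless named.

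With every cluster at the same weight in both libraries, *Cxcl9* moved to 2.97, *Cxcl10* to 1.66, IFN-γ to 0.50, type I interferon to 0.53, oxidative phosphorylation to 0.26, TNF to −0.14 and TGF-β to −0.12. Hypoxia (−0.27), glycolysis (−0.15), *Il6* (0.014) and *Vegfa* (−0.38) reversed. By construction this setting takes the difference in cluster mix out of the comparison. It also weights clusters by their cells, while pooled sums weight them by UMIs, so a move may come from either change. Cluster 5, with 61.8% of the control UMIs of *Cxcl9*, held 10.4% of control and 10.0% of NK cell-depleted monocyte/macrophage-like cells. The move of *Cxcl9* is thus not shown to come from the mix. The added weights at resolution 0.5 gave *Cxcl9* 2.62, *Cxcl10* 1.45, IFN-γ 0.46, type I interferon 0.49, oxidative phosphorylation 0.26, TNF −0.17, TGF-β −0.13 and CP −0.34, with hypoxia (−0.29) and glycolysis (−0.13) reversed. At resolution 2, also added, they gave *Cxcl9* 2.76, *Cxcl10* 1.62, IFN-γ 0.46, type I interferon 0.50, oxidative phosphorylation 0.26 and TNF −0.16, with hypoxia (−0.24) and glycolysis (−0.11) reversed. In clusters made without any list gene, also added, they gave *Cxcl9* 2.92, *Cxcl10* 1.56, IFN-γ 0.48, type I interferon 0.49, oxidative phosphorylation 0.25, TNF −0.16, TGF-β −0.10 and CP −0.27, with hypoxia (−0.23) and glycolysis (−0.092) reversed. Within single clusters, IFN-γ and type I interferon stayed above 0 in all clusters with interferon genes kept in the clustering (lowest 0.14 and 0.08) and with all list genes left out (lowest 0.11 and 0.07).

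With every cell thinned to 2000 UMIs, which left out 1208 control and 939 NK cell-depleted cells, *Cxcl9* was 1.76, *Cxcl10* 1.04, IFN-γ 0.20, hypoxia 0.33, glycolysis 0.38, TNF −0.23, oxidative phosphorylation 0.18, CP −0.13 and *Il6* −0.089. With mitochondrial and ribosomal protein genes out of the scaling, IFN-γ was 0.20, glycolysis 0.39, TNF −0.25, TGF-β 0.025, oxidative phosphorylation 0.24 and CP −0.16, and the median of all genes went from −0.01 to 0.04. With every cell scaled first, *Cxcl9* was 2.84. Without the 5% of cells with the highest Scrublet scores, an added setting, *Cxcl9* was 2.54 and glycolysis 0.38. Without the 5 cells with most UMIs, also added, *Cxcl9* was 2.80 (2.14 to 3.53), because these cells held a larger share of the UMIs in the NK cell-depleted library (73.1% against 56.7%). Without the 5 control cells alone, also added, *Cxcl9* was 0.91 and *Cxcl10* 0.56, since leaving out UMIs on the control side alone lowers the ratio by construction. For thinning, scaling and doublet scores the cause was not tested.

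With stricter cells the NK-like share was 9.15% in the control library and 0 in the NK cell-depleted library (0 of 3243). The ratio of shares became 7.08 (0.981 to 310) for B-like and 0.565 for neutrophil-like cells, and 0 for eosinophil-like cells (0 of 4121 against 1 of 3243). This filter left out 1171 and 1263 cells, so few eosinophil-like and B-like cells remained. NK-like cells called by markers in the single cell were 0 of 4506 in the NK cell-depleted library. With NK-like cells left out of the denominator, an added setting, the ratio for monocyte/macrophage-like cells reversed to 1.06 (1.01 to 1.11), because shares of all other classes rise in the library that had NK cells.

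Without the upper limits on UMIs and genes, an added setting, glycolysis was 0.31 and *Il6* −0.83. In melanoma-like cells, where this setting raised the number of IFN-γ genes with enough UMIs from 6 to 27, IFN-γ moved to 0.027, TNF to −0.32 and oxidative phosphorylation to 0.23, and glycolysis reversed to −0.14. Relative to the shift of all genes, which was −0.33 with the limits and −0.17 without, oxidative phosphorylation stayed higher and TNF lower in control. The same 6 IFN-γ genes had a median of −0.05 (−0.13 to 0.03) in the larger set of cells. The cause was not tested. Shares of the unnamed cluster under other resolutions were not compared.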

Other observations

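The tests of differences between the libraries as wholes, of the few cells behind *Cxcl9* and of eosinophil-like cells at the depth ratio of all cells were chosen only after the result was seen, and the others in this part before it. All compare 1 library with 1 library, and NK cell depletion, as the difference that the design names, stays among the open explanations of each pattern and could not be tested.

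In monocyte/macrophage-like cells, the difference in oxidative phosphorylation may belong to the libraries rather than to these cells. Relative to matched random lists, it was 0.29 in these cells, 0.37 in melanoma-like cells without the upper limits, 0.21 in T-like cells, 0.34 in neutrophil-like cells and 0.34 in the unnamed cluster 8. A different mix of clusters is excluded as its whole cause, since the list was at 0.26 with every cluster at the same weight. The TNF list (−0.23 relative to random lists) was also lower in melanoma-like cells, at −0.17, and in cluster 8, at −0.60. In neutrophil-like cells it was at 0.081 (−0.014 to 0.19), which argues against a difference that acts on all classes alike, while one that acts on some classes stays open. The mix of clusters may account for part of it, since −0.14 remained with equal weights, or −0.084 (−0.13 to −0.04) relative to random lists. For the IFN-γ list relative to random lists, the pooled cells gave 0.21 (0.16 to 0.25), melanoma-like cells 0.19 and cluster 8 0.19. Neutrophil-like cells gave 0.29 (0.14 to 0.49) and T-like cells 0.43 (0.31 to 0.56). A difference of the libraries may account for the pooled value as well, although the T-like value lay above the pooled interval. At equal weights, the IFN-γ list reached 0.55 (0.50 to 0.61) and the type I interferon list 0.59 (0.55 to 0.63) relative to random lists. Melanoma-like cells gave 0.19 (0.09 to 0.43) and 0.11 (−0.05 to 0.35), which argues against a difference of the libraries as the whole cause. If tumor cells were among the melanoma-like cells, these reference values would hold part of a response in the tumor, which stays open. The differences of melanoma-like cells in *Ccl5*, *Ptgs2* and NK cell transcripts also limit their use as a reference.

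The mix of monocyte/macrophage-like clusters differed between the libraries. Cluster 2, with the highest level of the type I interferon list in both (12954 and 8833 CPM), held 8.48% of control and 22.6% of NK cell-depleted monocyte/macrophage-like cells. The mix may account for the pooled type I interferon value near 0, since the list was at 0.53 with equal weights. It may also account for the higher hypoxia and glycolysis lists in pooled control cells, since these were at −0.27 and −0.15 with equal weights. Whether the mix itself followed from NK cell depletion or from the pooling of tumors could not be separated with 1 library per group.

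NK cell transcripts in control monocyte/macrophage-like cells may come from doublets of an NK cell and a monocyte or macrophage. Of 463 *Gzma* UMIs in these cells, 426 (92.0%) lay in 39 cells with 3 or more other NK cell genes. Free RNA in the droplets is excluded as the main source, since it would spread over all cells, and 24 UMIs (5.18%) lay in the 2643 cells without another NK cell gene. *Gzma* stood at 22.7 CPM in monocyte/macrophage-like cells, 24.4 CPM in neutrophil-like cells and 5749 CPM in NK-like cells. These are 2 readings of the same counts, and uptake of NK cell RNA by macrophages was not tested.

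The difference in *Cxcl9* rested in part on a few cells. Without the 5 control cells with most UMIs, and with all NK cell-depleted cells kept, 154 and 78 UMIs gave a log2 ratio of 0.91 (0.51 to 1.32), against 2.12 with them, which argues against these cells as the whole cause. Cluster 5 held 61.8% of the control UMIs.

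Eosinophil-like cells were more numerous in the NK cell-depleted library. The greater depth of that library might have lifted more of them over the minimum of 500 UMIs, although their own median was 636 UMIs against 721 in the control library. Thinning by 0.895, the ratio of the median UMIs of neutrophil-like cells (1158 and 1294.5), left a mean of 53.8 of 69 cells over 100 draws, or 1.19% of cells. Thinning by 0.852, the ratio over all cells, left 1.02%. Both stayed above the control share of 0.265% and its upper bound of 0.443%. Other differences in handling were not tested.

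In T-like cells, *Cd8a* had 51 UMIs in the control library and 19 in the NK cell-depleted library, and *Cd8b1* had 78 and 47, while *Cd4* had 78 and 95. These genes were chosen after their values were seen, as were *Trdc* (96 and 32) and *Tcrg-C1* (94 and 37). *Trac* had 231 and 214 UMIs and *Cd3e* 265 and 210, and the ratio of the shares of T-like cells was 1.10 (0.917 to 1.31). All 9 CI genes with enough UMIs were higher in control T-like cells, among them *Ccl5* with 330 and 16 UMIs and *Gzma* with 28 and 0. No explanation was tested, and whether the antibodies also removed some T-like cells is not known.

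In the NK cell-depleted library, *Hbb-bs* (hemoglobin) had 66.3 CPM in monocyte/macrophage-like cells against 1.78 CPM in T-like cells. Free RNA is excluded, since 1266 of 1286 UMIs (98.4%) lay in 1 cell. No biological explanation was tested.

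*Gm42418*, a gene chosen after its values were seen that overlaps ribosomal RNA in mouse annotations, had a log2 ratio of −0.52 in monocyte/macrophage-like and neutrophil-like cells and −0.26 in T-like cells. In the unnamed cluster 8 it was −0.21. A difference between the libraries as wholes may account for part of it, since melanoma-like cells without the upper limits gave −0.91.

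Of the sex-linked list, *Xist* had 37479 UMIs in the control library and 28727 in the NK cell-depleted library, while *Ddx3y* and *Eif2s3y* had 0 in both, *Uty* 1 and 3, and *Kdm5d* 0 and 3. The unnamed cluster 8 also held cells with transcripts of plasmacytoid DCs, with 218 UMIs of *Siglech* in 22 of 226 control cells and 94 in 15 of 304 NK cell-depleted cells.

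Without the upper limits, melanoma-like cells made up 6.48% of the cells of the NK cell-depleted library and 3.09% of those of the control library. The former is higher than the share of spiked cells quoted from the study above.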
